A study of Homo sapiens with 21 samples. Its data were reported in "Coupling shRNA screens with single-cell RNA-seq identifies a dual role for mTOR in reprogramming-induced senescence" (2017).

How the data were processed

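Polyadenylated RNA of IMR90 fibroblasts was sequenced in 7 groups of 3 libraries: Prolif, OSKM, OSKM1nM, OSKM10nM, RAS, RAS1nM and RAS10nM. Cells were infected at passage 12, given DMSO or rapamycin from the next day, selected with G418 at 400 micrograms per ml, and harvested 10 days after infection. Groups were taken from the deposited sample labels, and 0 value columns were left without a sample.

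The deposited values are raw read counts per Ensembl gene. According to the authors' labels and methods, stranded mRNA libraries were made with an Illumina kit, reads were made from base calls with bcl2fastq 2.17, aligned with TopHat2 2.0.11 to GRCh37 (hg19), and counted within exons with featureCounts of the Rsubread package. The methods, written for single-cell and bulk data together, state counting without strand. Reads of antisense and overlapping genes may therefore be counted for a named gene. Values of genes with near-identical copies, such as POU5F1, the ribosomal protein genes and the LCE family, depend on how shared reads were treated and are uncertain. The table held 57232 genes, whole numbers throughout. No pair of columns was identical, and no libraries were so alike as to be duplicates. Gene symbols and positions came from a GENCODE annotation carried over to GRCh37, which matched 54545 identifiers. Of the genes tested, 796 had no match and are named by identifier alone.

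Counts were analysed in edgeR 4.0.16 with limma 3.58.1 in R 4.3.3. Genes with low counts were removed with filterByExpr, which left 23189. Library sizes were scaled by the trimmed mean of M values (TMM), and a quasi-likelihood negative binomial model with 1 term per group was fitted to all 21 libraries, with 14 residual degrees of freedom. Each gene had a two-sided quasi-likelihood F-test. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change beyond 1, adjusted over the genes of each comparison. Standard errors were derived from the fold change and its F statistic. Levels are CPM on TMM-scaled library sizes, given as mean and SD over libraries.

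The comparisons were OSKM and RAS against Prolif, OSKM against RAS, each rapamycin dose against DMSO within each vector, the difference between the vectors in that effect at each dose, the doses against each other and each treated group against Prolif, 15 in all. Splits of the samples were counted for each. A fold change against a group with no read in any library is given as a bound, against a floor of 3 reads over that group. Bounds cover counting error only, since the reads carry no molecular identifiers.

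Which genes to name was decided before the data were examined. A fixed set of arrest, secretory and vector genes (CDKN1A, CDKN2A, CDKN2B, IL6, CXCL8, IL1A, IL1B, INHBA, MKI67, LMNB1, HRAS, POU5F1, SOX2, KLF4, MYC, MTOR, UBE2E1 and MYOT) was looked up in every comparison; MYOT was not among the tested genes. In 9 comparisons the 6 largest rises and the 6 largest falls were named among called genes with an average log2 CPM of at least 3 and, for comparisons of a pair of groups, no overlap between their libraries. In each list up to 4 members with the smallest adjusted p were named. XIST and Y-linked genes were left out, and a few further genes that the rules name are not reported here. Genes named outside these rules are said to be chosen after their values were seen.

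Before the data were examined, 24 gene lists were written from general knowledge, with 607 symbols, of which 600 were found and 574 tested: CDK inhibitors, mitosis, DNA replication, nuclear proteins lowered in senescence, SASP cytokines and chemokines, SASP proteases, inhibitors and growth factors, TGF-beta response, fibroblast matrix and identity, pluripotency, epithelial markers, p53 targets, RAS-ERK feedback and targets, sterol and fatty acid synthesis, glycolysis and hypoxia, ATF4 and amino acid metabolism, cytosolic ribosomal proteins, ribosome biogenesis, lysosome and autophagy, interferon response, the mTOR pathway, and endothelial, leukocyte, neural and muscle markers. Lists were tested against all other genes with camera at a preset correlation of 0.01 between genes, adjusted over the lists of a comparison. Camera was repeated with the correlation estimated from the data, and fry was run as an alternative.

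Alternatives set before the data were examined were DESeq2 size factors (relative log expression, RLE) in place of TMM, the DESeq2 1.42.0 Wald test, no filter on low counts (at least 1 read over all libraries), fits of only the groups compared, leaving out each library in turn and the replicate number as a block. The fit of 19 libraries, without Prolif replicate 3 and OSKM10nM replicate 3, was added after the data were seen; it tested 22077 genes with 12 residual degrees of freedom. RLE moved the median log2 fold change of all genes by more than 0.1 in 6 comparisons: by -0.14 in OSKM against Prolif, 0.18 in OSKM10nM against OSKM, 0.17 in the difference at 10 nM, 0.18 in OSKM10nM against OSKM1nM, -0.14 in OSKM1nM against Prolif and -0.11 in RAS1nM against Prolif. Under RLE 4 list tests, none past the threshold with either scaling, turned direction.

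The TMM factors were 1.809 for Prolif replicate 3 and 1.993 for OSKM10nM replicate 3, and 0.84 to 1.037 for the others. Counts were simulated for all libraries of a fit, at their depths and with the spread pooled over all groups, with changes in OSKM alone. A gene was found at an adjusted p under 0.05, without the size threshold. Between OSKM and Prolif the procedure with 21 libraries found 0 of 100 genes changed 2-fold and 31 of 100 changed 4-fold, with 0 unchanged genes past that p. With 19 libraries it found 47 and 93, with 10 unchanged genes past it. A simulated list of 30 genes at 1.5-fold had a camera p of 9.06e-05 and 6.56e-24. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Reads were not realigned.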

Results

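RNA was sequenced from IMR90 cells, a line of human fetal lung fibroblasts, at passage 12 and 10 days after retroviral infection. Cells received an empty vector (Prolif), the reprogramming factors OCT4, SOX2, KLF4 and c-MYC (OSKM), or oncogenic HRAS (RAS). Prolif cells were given the solvent DMSO. OSKM and RAS cells were given DMSO or rapamycin, an inhibitor of the kinase mTOR, at 1 or 10 nM from the day after infection (OSKM1nM, OSKM10nM, RAS1nM and RAS10nM). Each of the 7 groups had 3 libraries, 21 in all. The labels do not say that the 3 libraries of a group came from separate cultures, so the p-values measure the spread between these samples, which may be technical.

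Of the 21 libraries, 19 held between 11.99 and 27.65 M counted reads (M, 1e6), with a median of 21.9 M. Prolif replicate 3 held 1.66 M and OSKM10nM replicate 3 held 2.11 M. These shallow libraries also differed in content. Reads on long noncoding RNA genes made up 7.02% in Prolif replicate 3 and 10.48% in OSKM10nM replicate 3, against 0.61% to 1.34% in the others. Their Spearman correlations across genes with their own groups were 0.609 and 0.548. The biological coefficient of variation was 67.6% with 21 libraries and 27% with 19. Each leading count is therefore also given for the fit of the 19 other libraries, in which Prolif and OSKM10nM have 2 libraries each. Gene lists are given for that fit in part. That fit was chosen after seeing the data. Genes are said to pass, rise or fall by edgeR with 21 libraries unless another fit or tool is named, and DESeq2 called more genes in each of the 15 comparisons. Among the 19, OSKM replicate 1 had 0.91% mitochondrial reads, against 2.5% to 5.21% in all other libraries. RAS10nM replicate 2 had the fewest reads of the 19, the lowest correlation with its own group (0.94) and a value of -142.4 on principal component 2, where the others lay between -89 and 67.1.

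**Figure D1:**
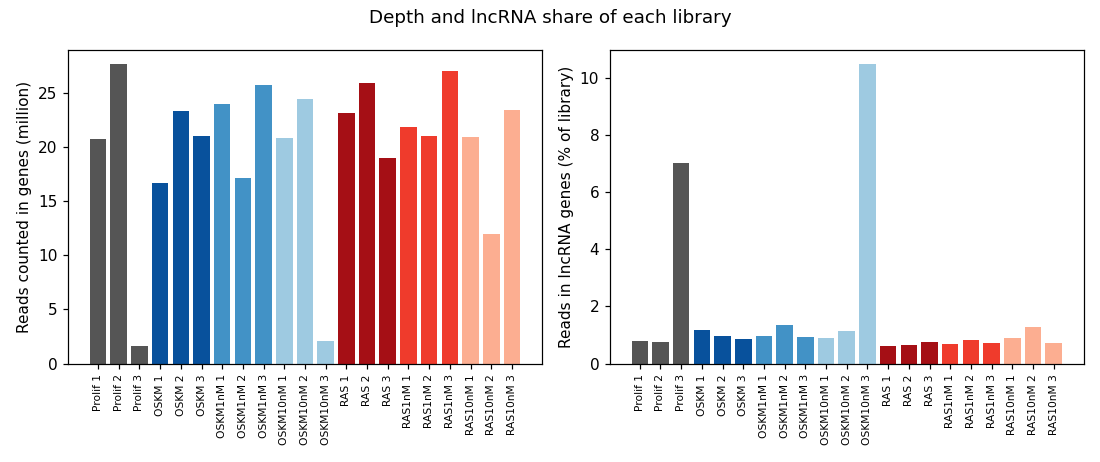
Bars give, for each of the 21 libraries, the counted reads (M, 1e6) and the percent of reads on long noncoding RNA genes. Prolif replicate 3 and OSKM10nM replicate 3 have 1.66 and 2.11 M reads and long noncoding shares of 7.02% and 10.48%, against at most 1.34% in the other 19.

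HRAS and SOX2 were higher in the libraries whose labels name their vectors. HRAS (ENSG00000174775, chromosome 11, 532242 to 537321, GRCh37) averaged 2370 ± 470 CPM (counts scaled to a library of 1e6 reads; SD, n = 3) in RAS, 2080 ± 510 in RAS1nM and 1590 ± 730 in RAS10nM, against 47.4 ± 12.8 in Prolif and 61.6 ± 17.1 in OSKM. SOX2 (ENSG00000181449, chromosome 3, 181429713 to 181432224), a transcription factor of pluripotent and neural cells, averaged 24.8 ± 8.25 CPM in OSKM and 24.6 ± 7.54 in OSKM1nM. It lay at 0.098 ± 0.036 in RAS and 1.07 ± 1.74 in Prolif, or 0.0629 without Prolif replicate 3. SOX2 rose in OSKM against Prolif by 5.57 on the log2 scale (SE 1.14, adjusted p = 0.0097), and by 8.45 with 19 libraries. POU5F1, the gene of OCT4, did not pass (log2 fold change -2.02, SE 1.22, adjusted p = 0.4, and 0.99 with 19 libraries). POU5F1 has pseudogene copies that may share its reads, so its value is uncertain. KLF4 at -0.23 (adjusted p = 0.785) and MYC at -0.32 (adjusted p = 0.79) did not pass either. With 19 libraries MYC was lower (-0.81, adjusted p = 0.00993), by less than the size threshold for a call. The paper describes a polycistronic cassette that encodes the factors together. Whether reads of the cassette were counted on these genes was not tested, so the values do not show that a factor was absent.

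The comparison of OSKM with Prolif asks how the reprogramming factors changed the fibroblasts. CDKN2B, an inhibitor of cyclin-dependent kinases that arrests the cell cycle, rose from 21.6 ± 14.7 CPM to 144 ± 1.83 (SD, n = 3), a log2 fold change of 2.71 (SE 0.54, adjusted p = 0.0079). PI16, a peptidase inhibitor found in fibroblasts, rose by 11.31 (SE 0.92, adjusted p = 2.62e-06), and AZGP1, a secreted glycoprotein, by 11.88 (SE 1.34, adjusted p = 4.17e-05). ACKR3, an atypical chemokine receptor, rose by 10.04, the trypsin inhibitor SPINK1 by 9.40 and PTHLH, which encodes parathyroid hormone-related protein, by 8.49, or 9.31 with 19 libraries. LYPD2 had no read in Prolif and was at least 495-fold higher in OSKM, set against a floor of 3 reads over the group. NPTX1, a neuronal pentraxin, fell by 6.17 (SE 0.57, adjusted p = 6.77e-06), as did the urea transporter SLC14A1 (-5.29), the neuropeptide precursor VGF (-5.28), the secreted Wnt antagonist SFRP1 (-4.10), TNFRSF1B, a receptor of tumour necrosis factor (-3.86), and the tight junction gene CLDN11 (-3.78).

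In total 360 genes rose and 224 fell in OSKM, of 23189 tested, at an adjusted p under 0.05 and a log2 fold change beyond 1. With 19 libraries 1126 rose and 1146 fell, and 569 genes were called in both fits. DESeq2 with 21 libraries gave the other balance, with 699 risen and 1174 fallen. The count of 584 went from 260 without Prolif replicate 1 to 1025 without Prolif replicate 3, and moved by over 1.5 times without any 1 of the 6 libraries. CDKN1A (0.79, SE 0.66, adjusted p = 0.538) and CDKN2A (0.92, SE 0.64, adjusted p = 0.458), the genes of p21 and p16, did not pass, nor did MTOR (0.25, adjusted p = 0.747), UBE2E1 (0.16, adjusted p = 0.868), IL6 (0.85, adjusted p = 0.421) or IL1A (2.35, adjusted p = 0.207). Prolif replicate 3 held 84.2 CPM of CDKN1A, 2.74 of CDKN2A and 26.4 of UBE2E1. The other Prolif libraries held 772 and 704, 49.7 and 37.4, and 108 and 106. The OSKM libraries held 847 to 935, 45 to 68.7, and 71.6 to 104. The fold changes of these genes thus rest in large part on Prolif replicate 3, and UBE2E1 lay no higher in OSKM without it. INHBA, a subunit of activin, rose by 1.97 (SE 0.36, adjusted p = 0.00334). The proliferation marker MKI67 stood at -1.89 (SE 0.63, adjusted p = 0.15) and the nuclear lamina gene LMNB1 at -1.22 (SE 0.49, adjusted p = 0.25). Both fell with 19 libraries (-2.26, adjusted p = 0.00267, and -1.74, adjusted p = 5.04e-05).

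Of 36 measured genes of the TGF-beta response 12 rose and 0 fell (21 and 0 adjusted over the list alone), with a median log2 fold change of 1.38. ACTA2, the actin of smooth muscle and myofibroblasts, rose by 2.14 (SE 0.33, adjusted p = 0.000808), TGFB2, a TGF-beta ligand, by 2.79 (SE 0.46, adjusted p = 0.0015) and the elastin gene ELN by 2.16 (adjusted p = 0.00249). The list test with the preset correlation gave adjusted p = 2.21e-23, and adjusted p = 0.228 with an estimated correlation. With 19 libraries 21 rose and 1 fell, and adjusted p = 0.0157 with an estimated correlation. Of 35 mitosis genes 3 fell and 0 rose (14 and 0 adjusted over the list alone; median -1.23, adjusted p = 2.52e-09, and adjusted p = 0.43 with an estimated correlation). CENPF, a kinetochore protein, fell by 1.95 (SE 0.34, adjusted p = 0.00273) as did TOP2A, the topoisomerase of dividing cells (-1.65, adjusted p = 0.0222). With 19 libraries all 35 mitosis genes fell (adjusted p = 0.018 with an estimated correlation), as did 24 of 34 DNA replication genes, while 1 rose; with 21 libraries these had 1 risen and 2 fallen (1 and 4 adjusted over the list alone; median -0.72, adjusted p = 0.000231, and adjusted p = 0.453 with an estimated correlation). Among 12 nuclear proteins known to fall in senescence 3 fell and 0 rose (8 and 0 adjusted over the list alone; median -0.95, adjusted p = 6.45e-07, and adjusted p = 0.228 with an estimated correlation), among them the chromatin protein HMGB2 (-1.77, adjusted p = 0.00606); all 12 fell with 19 libraries.

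Genes of the senescence-associated secretory phenotype (SASP), the set of secreted factors of senescent cells, moved in part. Of 20 SASP cytokines and chemokines 2 rose and 0 fell (7 and 1 adjusted over the list alone; median 0.86, adjusted p = 0.00841, and adjusted p = 0.306 with an estimated correlation). The risen members were the neutrophil chemokines CXCL1 (4.70, SE 0.88, adjusted p = 0.00468) and CXCL8 (2.94, SE 0.55, adjusted p = 0.00431). IL1B stood at 2.74 (SE 0.75, adjusted p = 0.062) and rose with 19 libraries, by 4.50. Of 31 SASP proteases, inhibitors and growth factors 5 rose and 2 fell (9 and 5 adjusted over the list alone; median 0.27, adjusted p = 0.0332, and adjusted p = 0.578 with an estimated correlation). Of 34 genes of the ATF4 and amino acid group 4 rose and 0 fell (8 and 0 adjusted over the list alone; median 0.84, adjusted p = 1.33e-11, and adjusted p = 0.306 with an estimated correlation), among them the amino acid transporter SLC7A5 at 2.69. Of 25 interferon response genes 1 rose, the antiviral MX1 (2.02, adjusted p = 0.0493), and 0 fell (2 and 0 adjusted over the list alone; median 0.57, adjusted p = 0.00215, and adjusted p = 0.31 with an estimated correlation). With 19 libraries 5 SASP cytokines rose and 1 fell, 11 and 9 of the proteases group, 14 and 1 of the ATF4 group, and 5 and 0 of the interferon group.

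Markers of other identities were mixed. Of 22 epithelial markers 3 rose, among them the desmosome gene DSP (3.24) and the tight junction gene CLDN7 (4.81), and 1 fell, the keratin KRT19 at -2.58 (5 and 1 adjusted over the list alone). The list median of -0.06 and mean of -0.27 lay below 0 while the list test pointed up (adjusted p = 0.0273, and adjusted p = 0.306 with an estimated correlation); with 19 libraries 8 rose and 1 fell, with a median of 1.09. Of 29 fibroblast matrix and identity genes 4 rose and 2 fell (10 and 4 adjusted over the list alone; median 0.65, adjusted p = 7.45e-05, and adjusted p = 0.578 with an estimated correlation), and 9 and 8 with 19 libraries. None of 13 measured pluripotency genes changed (0 and 0 adjusted over the list alone; median -1.20, adjusted p = 0.835); with 19 libraries 4 of 10 rose and the median was 2.02. Of 8 endothelial markers 1 rose, the angiopoietin receptor TEK at 4.63 (4 and 1 adjusted over the list alone; adjusted p = 0.00117, and adjusted p = 0.306 with an estimated correlation), and 6 of 7 with 19 libraries. Of 8 muscle markers the sarcomere genes ACTC1 (4.98) and TNNT1 (4.51) rose (2 and 0 adjusted over the list alone), with a median of -0.42 and a test that pointed up (adjusted p = 0.0138, and adjusted p = 0.228 with an estimated correlation); 3 rose with 19 libraries. Of 9 neural markers 1 rose, the neuronal tubulin regulator STMN2 at 6.17, or at least 8.02 with 19 libraries, where Prolif had no read of it (1 and 1 adjusted over the list alone; median 0.53 and mean -0.19, with a test that pointed up at adjusted p = 0.413), and none of 8 leukocyte markers changed (1 and 1 adjusted over the list alone; adjusted p = 0.722). With 19 libraries 2 neural markers rose and 1 fell, and 2 leukocyte markers rose.

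Further lists had few called genes in OSKM against Prolif. Of 7 inhibitors of cyclin-dependent kinases CDKN2B rose and CDKN1C fell (-3.04, adjusted p = 0.000119), also adjusted over the list alone (median 0.06 and mean -0.03, adjusted p = 0.945). The RAS-ERK group had 2 risen of 23 (3 and 1 adjusted over the list alone; adjusted p = 0.0332, and adjusted p = 0.637 with an estimated correlation), sterol synthesis 1 of 27 (1 and 0 adjusted over the list alone; adjusted p = 0.00332, and adjusted p = 0.605 with an estimated correlation), and glycolysis 1 of 26, hexokinase HK2 at 1.51 (1 and 0 adjusted over the list alone; adjusted p = 0.0992). The lysosome group had 1 risen of 30 (2 and 0 adjusted over the list alone; adjusted p = 0.00117, and adjusted p = 0.578 with an estimated correlation), and the mTOR pathway 1 of 16, the mTOR inhibitor DEPTOR at 3.11 (1 and 0 adjusted over the list alone; adjusted p = 0.0332, and adjusted p = 0.578 with an estimated correlation). No gene changed among 28 p53 targets (adjusted p = 3.42e-05, and adjusted p = 0.468 with an estimated correlation), 77 cytosolic ribosomal proteins (adjusted p = 0.00676, and adjusted p = 0.73 with an estimated correlation) or 30 ribosome biogenesis genes (adjusted p = 2.13e-07, and adjusted p = 0.453 with an estimated correlation), over all genes or adjusted over the list alone. With 19 libraries the tests of the RAS-ERK, sterol and ribosomal protein lists pointed the other way (adjusted p = 0.583, 0.625 and 0.488). With the preset correlation the lysosome (adjusted p = 0.806) and mTOR pathway (0.49) lists did not pass in that fit, nor did the SASP proteases (0.49) and matrix (0.486) lists. The tests of p53 targets (0.0221) and ribosome biogenesis (0.00641) passed there.

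The comparison of RAS with Prolif describes oncogene-induced senescence, with 1010 genes risen and 1420 fallen, and 1637 and 2209 with 19 libraries. The count of 2430 ranged from 953 to 2189 when 1 library was left out, with the large moves on leaving out RAS replicates 1, 2 or 3. CXCL8 rose by 10.48 on the log2 scale (SE 0.72, adjusted p = 4.52e-08), the cytokine gene IL1B by 9.92 (SE 0.96, adjusted p = 2.07e-06), or 11.73 with 19 libraries, the matrix protease MMP3 by 9.96 (SE 0.6, adjusted p = 1.46e-08) and the chemokine CXCL5 by 9.37 (SE 0.75). CCL20, a chemokine for lymphocytes and dendritic cells, had no read in Prolif and was at least 1080-fold higher in RAS, and DCSTAMP, a gene of cell fusion in osteoclasts, at least 308-fold higher. The metalloprotease ADAMTS15 fell by 6.72 (SE 0.7, adjusted p = 4.06e-06). TMEM119 (-6.45), METTL7A (-6.02, or -4.22 with 19 libraries), FGL2 (-5.95), the receptor kinase KIT (-5.91) and LMOD1, an actin-binding protein of smooth muscle (-5.90), fell too.

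Of 7 inhibitors of cyclin-dependent kinases 2 rose and 3 fell in RAS (4 and 3 adjusted over the list alone; adjusted p = 0.723), and 4 rose and 3 fell with 19 libraries. CDKN1A rose by 2.46 (SE 0.69, adjusted p = 0.0275) and CDKN2B by 3.60 (SE 0.56, adjusted p = 0.000284), while CDKN2A stood at 1.95 (SE 0.65, adjusted p = 0.0613) and rose with 19 libraries, by 1.44. MKI67 fell by 5.25 (SE 0.74, adjusted p = 0.000101) and LMNB1 fell by 4.92 (SE 0.58, adjusted p = 1.67e-05). IL6 rose by 5.28 (SE 0.61), IL1A by 9.13 (SE 0.94) and INHBA by 3.76 (SE 0.38). KLF4 fell by 1.79 (SE 0.42, adjusted p = 0.00974). MYC (1.68, adjusted p = 0.0733) and UBE2E1 (1.28, adjusted p = 0.073) did not pass. Both passed by DESeq2 (adjusted p = 0.00667 and 0.00295) and with 19 libraries, where UBE2E1 rose by 0.88, under the size threshold for a call. MTOR stood at 0.36 (adjusted p = 0.505).

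Of 20 SASP cytokines and chemokines 17 rose and 0 fell (17 and 0 adjusted over the list alone). Their median was 7.67, or 7.35 with 2 members at their bound (adjusted p = 4.72e-06 with an estimated correlation; 17 of 19 rose with 19 libraries). Of 31 SASP proteases, inhibitors and growth factors 19 rose and 1 fell (21 and 1 adjusted over the list alone; median 2.63, adjusted p = 0.000818 with an estimated correlation), and 21 and 4 with 19 libraries; STC1, a secreted glycoprotein hormone, rose by 5.67 and the growth factor EREG by 5.28. Of 23 RAS-ERK feedback genes 14 rose (17 and 0 adjusted over the list alone; median 1.84, adjusted p = 0.0454 with an estimated correlation), 18 with 19 libraries; DUSP6, a phosphatase of ERK, rose by 3.92 and the growth factor AREG by 6.58, or 7.33 with 19 libraries. Of 35 mitosis genes 32 fell (33 adjusted over the list alone; median -4.12, adjusted p = 0.0454 with an estimated correlation), and all 35 with 19 libraries; BIRC5, the gene of survivin, fell by 4.73. Of 34 DNA replication genes 20 fell and 1 rose (28 and 1 adjusted over the list alone; median -1.94, adjusted p = 2.44e-15, and adjusted p = 0.0698 with an estimated correlation), and 31 and 1 with 19 libraries. Of 12 senescence-lowered nuclear proteins 7 fell (7 adjusted over the list alone; median -1.35, adjusted p = 0.0454 with an estimated correlation), and 10 with 19 libraries.

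Interferon response genes lay lower in RAS than in Prolif. Of 25 members 8 fell and 0 rose (11 and 1 adjusted over the list alone; median -2.32, adjusted p = 0.000204, and adjusted p = 0.193 with an estimated correlation). The antiviral genes IFIT1 (-4.99, adjusted p = 0.000193) and IFIT2 (-4.04, adjusted p = 3.09e-05) fell. With 19 libraries 14 fell and 1 rose, and adjusted p = 0.00798 with an estimated correlation. Of 29 fibroblast matrix and identity genes 11 fell and 0 rose (12 and 0 adjusted over the list alone; median -0.85, adjusted p = 1.89e-07, and adjusted p = 0.404 with an estimated correlation), among them the fibril-associated collagen COL14A1 (-5.69) and the matrix protein FBLN1 (-4.67); 23 fell with 19 libraries (adjusted p = 0.0274 with an estimated correlation). Of 36 TGF-beta response genes 8 rose and 5 fell (13 and 5 adjusted over the list alone; median 0.72, adjusted p = 0.00458, and adjusted p = 0.64 with an estimated correlation), and 16 and 10 with 19 libraries. ELN and ID2, an inhibitor of differentiation, were among the fallen, at -4.94 and -3.03, or -2.16 for ID2 with 19 libraries.

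Other lists in RAS against Prolif had calls from the preset correlation that an estimated correlation ended, or none. Of 28 p53 targets 6 rose and 1 fell, also adjusted over the list alone (adjusted p = 0.404 with an estimated correlation), with the stress cytokine GDF15 at 5.03. Of 26 glycolysis genes 3 rose and 1 fell (5 and 2 adjusted over the list alone; adjusted p = 0.441 with an estimated correlation), with HK2 at 3.38. Of 30 ribosome biogenesis genes 8 rose (11 adjusted over the list alone; adjusted p = 0.404 with an estimated correlation) and of 30 lysosome genes 7 rose (9 and 1 adjusted over the list alone; adjusted p = 0.404 with an estimated correlation), with the protease CTSB at 1.69. Of 22 epithelial markers 5 fell (8 adjusted over the list alone; median -2.27, adjusted p = 0.00458, and adjusted p = 0.0792 with an estimated correlation), and 4 of 21 with 19 libraries. The ATF4 group had 3 risen and 1 fallen, and the mTOR pathway 1 and 1, with FKBP1A, the gene of the protein that binds rapamycin, at 2.78. With 19 libraries and the preset correlation the tests of the TGF-beta response (adjusted p = 0.303), epithelial (0.055), ATF4 (0.812) and mTOR pathway (0.0847) lists did not pass. Those of p53 targets (0.000146), glycolysis (0.00784), ribosome biogenesis (2.63e-05) and lysosome (0.00018) passed.

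Both comparisons share the Prolif libraries, which alone makes their fold changes correlate. Across genes the log2 fold changes of OSKM and RAS against Prolif had a Spearman correlation of 0.69 and a covariance of 2.35, and 0.39 and 0.78 with 19 libraries; genes are not independent replicates. Simulated unchanged groups against simulated controls gave a correlation of 0.47 and a covariance of 0.53 over 20 runs, and 0.56 and 0.15 with 19 libraries. Against the deposited Prolif libraries they gave 0.80 and 1.51. In both comparisons 98 genes rose, 111 fell and 65 moved in opposite directions, where independent lists would share 15.7 and 13.7; with 19 libraries these were 354, 659 and 199, against 83.5 and 115. In each simulation at most 1 gene was called in both. The 3 Prolif libraries do not make sets of at least 2 each, and part of the excess may come from the shared controls.

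The direct comparison of OSKM with RAS had 1071 genes higher and 733 lower in OSKM, and 2376 and 1677 with 19 libraries. The count of 1804 lay between 948 and 1181 without any 1 of its 6 libraries. CSF3 and CSF2, genes of colony-stimulating factors, were lower in OSKM (log2 fold changes -12.16, SE 2.35, adjusted p = 0.00188, and -9.23, SE 1.08), as were MMP3 (-10.37, SE 0.6, adjusted p = 8.39e-09) and CXCL5 (-9.23). LCE1F (-10.98) and LCE2A (-9.83), late cornified envelope genes with near-identical relatives, were lower too, with values that reads shared within the family make uncertain. PI16 was higher in OSKM by 10.75, the aldehyde dehydrogenase ALDH3A1 by 10.74 (SE 1.48), the imprinted noncoding RNA H19 by 9.39 (SE 1.17) and the endothelial nitric oxide synthase NOS3 by 9.38. LYPD2 was at least 578-fold higher and the vesicular glutamate transporter SLC17A8 at least 549-fold higher. MKI67 (3.37, SE 0.68, adjusted p = 0.00288), LMNB1 (3.69, SE 0.55) and KLF4 (1.55, adjusted p = 0.0249) were higher in OSKM. IL6 (-4.42), CXCL8 (-7.55, SE 0.63), IL1B (-7.18), INHBA (-1.79) and MYC (-2.01, adjusted p = 0.0439) were lower. CDKN1A (-1.67, adjusted p = 0.17) and CDKN2A (-1.03, adjusted p = 0.469) did not pass. Both were lower with 19 libraries (-1.72 and -1.08, adjusted p = 1.93e-08 and 0.000258).

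In lists, 17 of 20 SASP cytokines were lower in OSKM than in RAS (17 adjusted over the list alone; median -6.93, adjusted p = 7.40e-07 with an estimated correlation), as were 18 of 31 in the proteases group with 3 higher (20 and 4 adjusted over the list alone; adjusted p = 0.00106 with an estimated correlation) and 12 of 23 RAS-ERK genes (15 adjusted over the list alone; adjusted p = 0.0435 with an estimated correlation). With 19 libraries these were 17, 21 with 5 higher, and 21 with 1 higher. Of 25 interferon response genes 11 were higher in OSKM (13 and 1 lower adjusted over the list alone; median 2.38, adjusted p = 0.0307 with an estimated correlation), 17 and 1 with 19 libraries, among them IFIT1 at 6.18 and MX1 at 4.52. Of 22 epithelial markers 8 were higher (9 adjusted over the list alone; median 1.74, adjusted p = 0.00505 with an estimated correlation), among them CLDN7 (5.79) and the protease inhibitor SPINT2 (4.46), and of 8 muscle markers 3 (3 adjusted over the list alone; adjusted p = 0.0112 with an estimated correlation), ACTC1, TNNT1 and desmin (DES, 4.36). With 19 libraries 10 epithelial markers were higher and 1 lower, and 5 muscle markers higher. Of 35 mitosis genes 26 were higher (31 adjusted over the list alone; median 2.90, adjusted p = 3.51e-29, and adjusted p = 0.056 with an estimated correlation) and of 29 matrix genes 14 (14 and 1 adjusted over the list alone; median 1.55, adjusted p = 1.18e-16, and adjusted p = 0.156 with an estimated correlation), with ELN at 7.10 and COL14A1 at 6.77. With 19 libraries these were 32 of 35 and 21 with 3 lower, and the estimated correlation gave adjusted p = 0.0139 and 0.0221. DNA replication genes were higher for 11 of 34 (17 adjusted over the list alone; adjusted p = 4.20e-09, and adjusted p = 0.156 with an estimated correlation), and TGF-beta response genes for 11 of 36 with 2 lower (15 and 4 adjusted over the list alone; median 0.61, adjusted p = 1.56e-05, and adjusted p = 0.598 with an estimated correlation). With 19 libraries these were 27, and 18 with 8 lower.

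**Figure D2:**
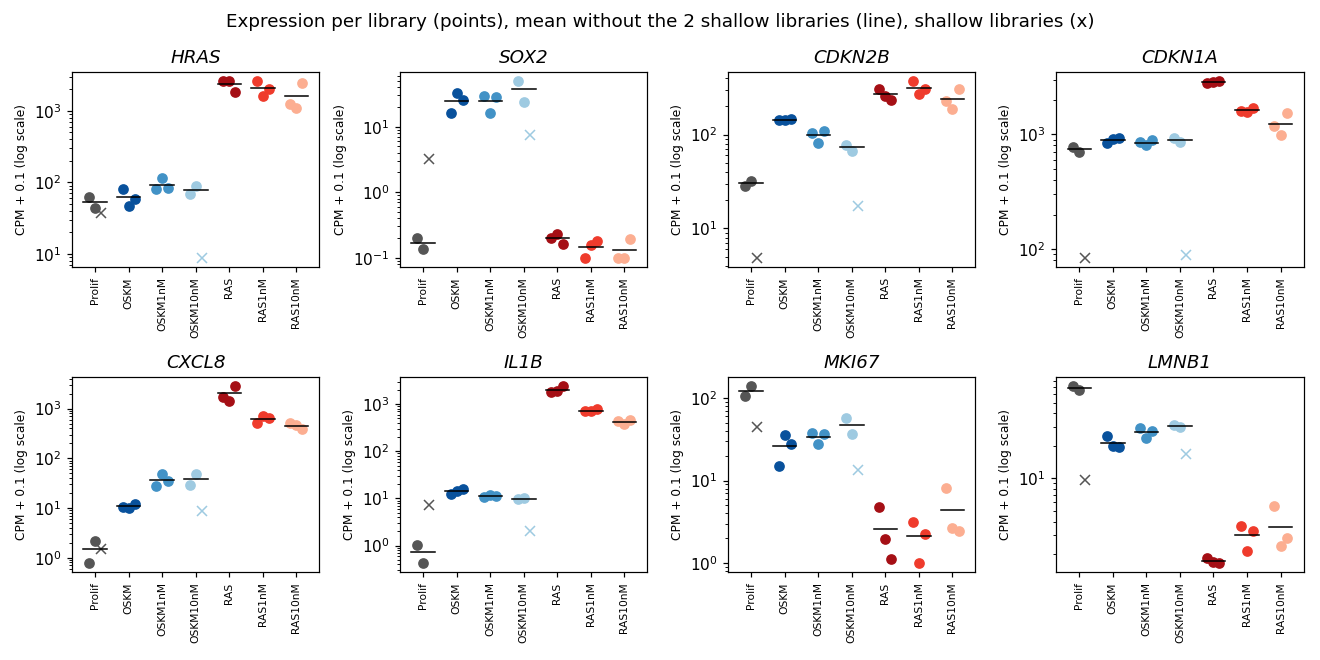
Points give CPM plus 0.1 on a log axis for 8 genes in each library of the 7 groups, crosses mark Prolif replicate 3 and OSKM10nM replicate 3, and lines the group mean without them. CXCL8 averages 9.82 CPM in OSKM and 33.2 in OSKM1nM, and 1900 in RAS and 595 in RAS1nM.

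Rapamycin at 1 nM was compared with DMSO in OSKM cells. All 25 measured interferon response genes lay lower in OSKM1nM, with a median log2 fold change of -1.78 (adjusted p = 2.38e-29, and adjusted p = 0.000937 with an estimated correlation). Over all genes 0 of them fell, and 10 fell adjusted over the list alone. With 19 libraries 15 fell (20 adjusted over the list alone), and adjusted p = 1.71e-06 with an estimated correlation. OAS3, an antiviral RNA sensor, stood at -2.41 (SE 0.54, adjusted p = 0.772) and fell by 2.43 (SE 0.28, adjusted p = 0.000179) with 19 libraries. IFIT1 averaged 34.2 ± 3.56 CPM in OSKM and 5.55 ± 1.28 in OSKM1nM in that fit, where it fell by 2.62 (SE 0.41, adjusted p = 0.00286).

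No gene was called between OSKM1nM and OSKM by edgeR (0 risen, 0 fallen), with 456 genes at an unadjusted p under 0.05 and 52 called by DESeq2. With 19 libraries 48 rose and 125 fell. A fit of OSKM and OSKM1nM alone called 12 risen and 52 fallen. FST, CCND2 and P3H2 were chosen after their values were seen. FST, an activin-binding protein, rose by 1.80 (SE 0.13, adjusted p = 6.16e-07) with 19 libraries, from 106 ± 2.57 to 366 ± 46.9 CPM. CXCL8 rose by 1.76 (SE 0.3, adjusted p = 0.00564), and stood at 1.78 with adjusted p = 1 in the fit of 21. CCND2, a D-type cyclin, fell by 1.90 (SE 0.18, adjusted p = 3.17e-05) as did P3H2, an enzyme that modifies collagen (-1.86, adjusted p = 2.59e-05). CDKN2B stood at -0.56 (adjusted p = 1) with 21 libraries. Other lists had no gene called over all genes. Ribosomal protein genes had a median of 0.82 (adjusted p = 3.91e-29, and adjusted p = 0.489 with an estimated correlation), the ATF4 group -0.60 (adjusted p = 1.67e-12, and adjusted p = 0.489 with an estimated correlation) and the matrix group -0.46 (adjusted p = 1.39e-10, and adjusted p = 0.611 with an estimated correlation), with 0 and 0, 0 and 0, and 0 and 1 members risen and fallen adjusted over the list alone. With 19 libraries 3 ribosomal genes rose, 14 ATF4 genes fell and 7 matrix genes fell. Further list tests that pointed up had no member called, over all genes or adjusted over the list alone: mitosis (median 0.25, adjusted p = 0.00261, and adjusted p = 0.895 with an estimated correlation), DNA replication (median 0.21, adjusted p = 0.00333, and adjusted p = 0.895 with an estimated correlation) and the senescence-lowered nuclear proteins (median 0.29, adjusted p = 0.00241, and adjusted p = 0.489 with an estimated correlation). With 19 libraries they gave adjusted p = 0.00188, 0.00119 and 0.00359, also upward (adjusted p = 0.627, 0.349 and 0.0411 with an estimated correlation), and 1 DNA replication gene rose.

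At 10 nM in OSKM cells 2 genes were called by edgeR, and 75 rose and 150 fell with 19 libraries. DESeq2 with 21 libraries called 411 in the other balance, with 296 risen and 115 fallen. GPRC5A, an orphan receptor induced by retinoic acid, rose by 1.90 (SE 0.29, adjusted p = 0.0468), from 13.5 ± 2.21 to 50.5 ± 14.6 CPM (SD, n = 3). COL14A1 fell by 2.75 (SE 0.41, adjusted p = 0.0468), from 61 ± 14.1 to 8.9 ± 3.72 CPM. With 19 libraries they moved by 1.66 and by -2.47. The count was 11 without OSKM10nM replicate 3, and 0 without any 1 of the other 5 libraries of the comparison. CDKN2B stood at -1.40 (SE 0.51, adjusted p = 0.391), and at -0.98 (SE 0.2, adjusted p = 0.0125) with 19 libraries, from 132 ± 2.66 to 66.8 ± 8.84 CPM. CXCL8 stood at 1.41 (adjusted p = 0.391) and rose by 1.83 (adjusted p = 0.00505) with 19.

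The interferon list had a median of -1.36 at 10 nM, with 0 members called over all genes and 10 fallen adjusted over the list alone (adjusted p = 1.92e-11, and adjusted p = 0.0869 with an estimated correlation). With 19 libraries 13 fell, the median was -2.28 and the estimated correlation gave adjusted p = 7.72e-07. Of 29 matrix genes 1 fell, COL14A1 (11 adjusted over the list alone; median -1.10, adjusted p = 2.85e-25, and adjusted p = 0.235 with an estimated correlation). The collagen gene COL3A1 stood at -3.03 (SE 0.6, adjusted p = 0.1) and COL1A1 at -2.10 (adjusted p = 0.294). With 19 libraries 11 matrix genes fell, among them COL3A1 (-2.63, adjusted p = 0.00331) and COL1A1 (-1.75, adjusted p = 0.00309), and the estimated correlation gave adjusted p = 0.0404. Of 34 ATF4 group genes 0 fell (5 adjusted over the list alone; median -0.92, adjusted p = 8.21e-17, and adjusted p = 0.343 with an estimated correlation), and 8 with 19 libraries. The SASP proteases had a median of -0.22, a mean of 0.02 and a test that pointed down (adjusted p = 0.021, and adjusted p = 0.669 with an estimated correlation). The TGF-beta response had a median of -0.48 and 0 genes called (1 and 3 adjusted over the list alone; adjusted p = 1.06e-08, and adjusted p = 0.652 with an estimated correlation); with 19 libraries 2 rose and 7 fell around a median of -0.01. ACTA2 stood at -1.79 (adjusted p = 0.08) and fell by 1.65 with 19 libraries, where ID2 rose by 1.53. The ribosomal protein list had a median of 0.10, a test that pointed down (adjusted p = 0.238) and, with 19 libraries, a median of 0.58 and a test that pointed up (adjusted p = 9.69e-17, and adjusted p = 0.427 with an estimated correlation). The mitosis test did not pass with 21 libraries (median 0.30, adjusted p = 0.766), and passed upward with 19 (median 0.57, adjusted p = 1.21e-07, and adjusted p = 0.337 with an estimated correlation), as did DNA replication (adjusted p = 5.71e-05, and adjusted p = 0.219 with an estimated correlation) and the senescence-lowered nuclear proteins (adjusted p = 0.000549, and adjusted p = 0.022 with an estimated correlation). The tests of p53 targets (adjusted p = 6.11e-06), sterol synthesis (1.15e-06), glycolysis (5.46e-05) and ribosome biogenesis (2.00e-07) pointed down, and passed neither with an estimated correlation (adjusted p = 0.652) nor with 19 libraries (adjusted p = 0.436, 0.848, 0.782 and 0.432).

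In RAS cells, where no library was shallow, 1 nM rapamycin raised 31 genes and lowered 20, and 473 and 353 with 19 libraries. The count of 51 lay between 2 and 18 without any 1 of its 6 libraries. ID1 and ID2, inhibitors of differentiation that answer to BMP signals, rose by 2.75 (SE 0.56, adjusted p = 0.0461) and 2.63 (SE 0.4, adjusted p = 0.00678). The corepressor gene HR rose by 2.98 (SE 0.38, adjusted p = 0.00143), the melanosome gene PMEL by 3.18 (SE 0.58), the matrix gene EFEMP1 by 2.95 and the chemokine CXCL12 by 2.81. The adhesion molecule ICAM1 fell by 2.60 (SE 0.46, adjusted p = 0.0172), as did CRYBG1 (-3.08, SE 0.33, adjusted p = 0.000233), the long noncoding RNA LINC00520 (-2.73), the folate enzyme ALDH1L2 (-2.36) and CCND2 (-2.08, SE 0.33, adjusted p = 0.00753). ENSG00000104725, which has no symbol in the annotation used, fell by 3.14 (SE 0.33). ID4 (5.00, adjusted p = 0.00269), named after its values were seen, went from 0.418 ± 0.435 to 14 ± 1.04 CPM.

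Of 20 SASP cytokines 1 rose over all genes with 1 nM rapamycin in RAS cells, IL11 (1.57, SE 0.28, adjusted p = 0.0172), and 0 fell, while 9 fell and 1 rose adjusted over the list alone (median -1.26, adjusted p = 0.00418 with an estimated correlation). With 19 libraries 12 fell and 1 rose. CXCL8 stood at -1.70 (adjusted p = 0.244), IL1A at -2.31 (adjusted p = 0.187), IL1B at -1.48 (adjusted p = 0.87) and IL6 at -1.29 (adjusted p = 0.689); all 4 fell with 19 libraries (adjusted p = 0.00102, 0.000541, 3.95e-05 and 0.00327). Of the proteases group 1 of 31 fell, ICAM1 (2 and 7 adjusted over the list alone; adjusted p = 0.00648, and adjusted p = 0.708 with an estimated correlation), and 5 rose and 11 fell with 19 libraries. Of 36 TGF-beta response genes ID1 and ID2 rose (7 and 0 adjusted over the list alone; median 0.37, adjusted p = 4.63e-08, and adjusted p = 0.708 with an estimated correlation), and 13 rose and 3 fell with 19. Since ID1 and ID2 answer to BMP signals, their rise is not specific to TGF-beta. The interferon list had a median of -0.07 (0 and 1 adjusted over the list alone; adjusted p = 0.962). No gene of the ATF4 group (median -0.54, adjusted p = 4.63e-08, and adjusted p = 0.708 with an estimated correlation) or of the ribosomal proteins (median 0.63, adjusted p = 7.39e-12, and adjusted p = 0.708 with an estimated correlation) was called, over all genes or adjusted over the list alone. With 19 libraries 16 ATF4 genes fell and 16 ribosomal protein genes rose.

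At 10 nM in RAS cells 53 genes rose and 71 fell, and 984 and 601 with 19 libraries. The count of 124 lay between 16 and 35 without any 1 of its 6 libraries. ID2 rose by 3.43 (SE 0.42, adjusted p = 0.000637), ID1 by 3.35 (SE 0.57, adjusted p = 0.00841), HR by 3.44 (SE 0.38) and the peptide hormone CCK by 3.10. ICAM1 fell by 3.46 (SE 0.47, adjusted p = 0.00133), as did CSF2 (-4.25, SE 0.81, adjusted p = 0.029), the protease MMP10 (-3.37), IL1A (-3.04, SE 0.65, adjusted p = 0.0376), CRYBG1 (-3.05) and ENSG00000104725 (-3.22). CDKN1A went from 2870 ± 58.8 to 1240 ± 275 CPM (log2 fold change -1.21, SE 0.66, adjusted p = 0.68) and fell with 19 libraries (-1.16, adjusted p = 2.02e-05). In RAS10nM replicates 1, 2 and 3 HRAS stood at 1250, 1090 and 2430 CPM and CDKN1A at 1180, 993 and 1530. HRAS stood at 2640, 2630 and 1820 CPM in the RAS libraries. Whether the HRAS level has a part in the changes at 10 nM was not tested. CXCL8 (-2.15, adjusted p = 0.0579), IL6 (-2.01, adjusted p = 0.103) and LMNB1 (1.10, adjusted p = 0.576) did not pass. With 19 libraries CXCL8 (-2.10, adjusted p = 9.91e-05) and IL6 (-1.96, adjusted p = 5.79e-05) fell and LMNB1 rose (1.16, adjusted p = 0.00731), and DESeq2 with 21 libraries called CXCL8 (adjusted p = 2.34e-05) and IL6 (adjusted p = 2.20e-05) as well.

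Of 20 SASP cytokines 4 fell at 10 nM, CXCL5 (-2.94, adjusted p = 0.0164), CXCL2 (-2.54, adjusted p = 0.0461), CSF2 and IL1A, and IL11 rose by 1.40 (11 and 1 adjusted over the list alone; median -2.12, adjusted p = 0.000245 with an estimated correlation); 14 fell and 1 rose with 19 libraries. Of the proteases group 6 of 31 fell, among them MMP3 (-2.15, adjusted p = 0.022), VEGFA (-1.26), an angiogenic factor, and ANGPTL4 (-1.51), a lipase inhibitor (8 and 1 adjusted over the list alone; adjusted p = 1.84e-06, and adjusted p = 0.48 with an estimated correlation); 14 fell and 6 rose with 19. ID1, ID2 and SMAD6 (2.84, adjusted p = 0.0142), an inhibitory SMAD, rose among 36 TGF-beta response genes (6 and 0 adjusted over the list alone; adjusted p = 0.00073, and adjusted p = 0.715 with an estimated correlation), and 14 rose and 4 fell with 19. As at 1 nM, the rise of ID1 and ID2, which answer to BMP signals, is not specific to TGF-beta. COL14A1 rose by 2.12 (SE 0.45, adjusted p = 0.0327). Of 28 p53 targets none changed (0 and 2 adjusted over the list alone; median -0.59, adjusted p = 9.54e-07, and adjusted p = 0.57 with an estimated correlation), and 13 fell with 19 libraries. The mitosis list had a median of 0.61 and 0 genes called (2 and 0 adjusted over the list alone; adjusted p = 0.00287, and adjusted p = 0.715 with an estimated correlation); with 19 libraries 9 rose and 2 fell. RAS10nM replicate 1 had a mean log2 CPM of 2.24 over the mitosis list, against 1.15 and 1.33 in replicates 2 and 3 and 1.03 to 1.34 in RAS. When 1 library was left out, the adjusted p of this list test with the preset correlation ranged from 1.04e-06 to 0.752. The mitosis test also passed upward in OSKM cells, at 1 nM in both fits (adjusted p = 0.895 and 0.627 with an estimated correlation) and at 10 nM with 19 libraries (adjusted p = 0.337 with an estimated correlation). The ribosomal proteins had a median of 0.79 (0 and 0 adjusted over the list alone; adjusted p = 2.14e-12, and adjusted p = 0.647 with an estimated correlation), and 37 rose with 19.

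**Figure D3:**
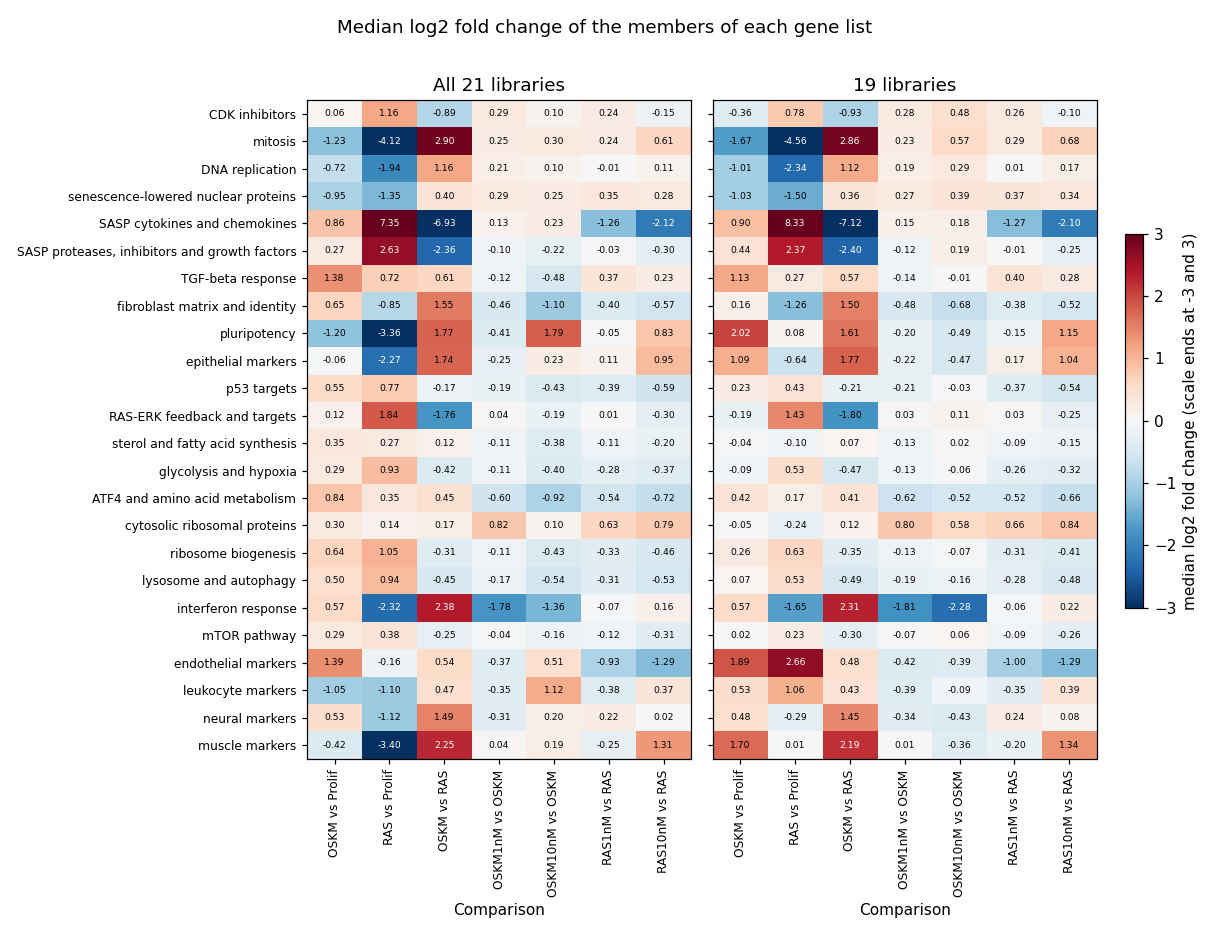
Heat maps give the median log2 fold change of each gene list in 7 comparisons, with members absent from a group set at their bound, for the fits of 21 and of 19 libraries; the colour scale ends at -3 and 3. The interferon response stands at -1.78 for OSKM1nM against OSKM and -0.07 for RAS1nM against RAS in the fit of 21.

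Whether rapamycin acted differently in OSKM and RAS cells was tested by the difference between their log2 fold changes, OSKM minus RAS. At 1 nM the interferon list differed, with 24 of 25 members lower and a median difference of -1.28 (0 and 5 called adjusted over the list alone; adjusted p = 6.89e-17, and adjusted p = 0.00682 with an estimated correlation). SASP cytokines differed the other way, with a median of 1.17 (3 and 1 adjusted over the list alone; adjusted p = 2.05e-07, and adjusted p = 0.00682 with an estimated correlation). Several of these cytokines were near absent in OSKM cells and so had little room to fall there. CXCL8 differed by 3.48 (SE 0.69, adjusted p = 0.344), and by 3.43 (SE 0.42, adjusted p = 0.000228) with 19 libraries. The TGF-beta response had a median of -0.58 (0 and 0 adjusted over the list alone; adjusted p = 1.59e-10, and adjusted p = 0.783 with an estimated correlation). No gene passed in edgeR (0 and 0), with 417 at an unadjusted p under 0.05 and 90 called by DESeq2. With 19 libraries 69 were higher and 212 lower, among them 6 interferon, 4 SASP cytokine and 11 TGF-beta response genes.

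At 10 nM 2 genes differed between the vectors. COL14A1 fell in OSKM cells and rose in RAS cells, a difference of -4.87 (SE 0.60, adjusted p = 0.00412). PDZRN3, a ubiquitin ligase, differed by -2.52 (SE 0.39, adjusted p = 0.0428), with means of 47.5 and 23.2 CPM in OSKM and OSKM10nM and of 8.74 and 24.6 in RAS and RAS10nM. With size factors in place of TMM 7 genes were higher and 4 lower, against 0 and 2. The count was 26 without OSKM10nM replicate 3, 0 without any 1 of OSKM replicate 2, OSKM10nM replicate 2, RAS replicate 1, RAS replicate 3 and RAS10nM replicate 1, and 1 without any 1 of OSKM replicate 3, OSKM10nM replicate 1, RAS10nM replicate 2 and RAS10nM replicate 3. DESeq2 called 109 higher and 87 lower. With 19 libraries 143 were higher and 203 lower, and COL14A1 and PDZRN3 differed by -4.64 and -2.35. SASP cytokines had a median difference of 1.75 (10 and 1 adjusted over the list alone; adjusted p = 8.32e-13, and adjusted p = 0.000912 with an estimated correlation). Several of them had little room to fall in OSKM cells here too. The TGF-beta response had a median of -0.77 (0 and 9 adjusted over the list alone; adjusted p = 8.09e-17, and adjusted p = 0.447 with an estimated correlation), with 1 higher and 10 lower in the fit of 19. The interferon list had a median of -1.03 (0 and 3 adjusted over the list alone; adjusted p = 7.03e-09, and adjusted p = 0.113 with an estimated correlation), and of -2.02 with 19 libraries (adjusted p = 0.000128 with an estimated correlation).

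**Figure D4:**
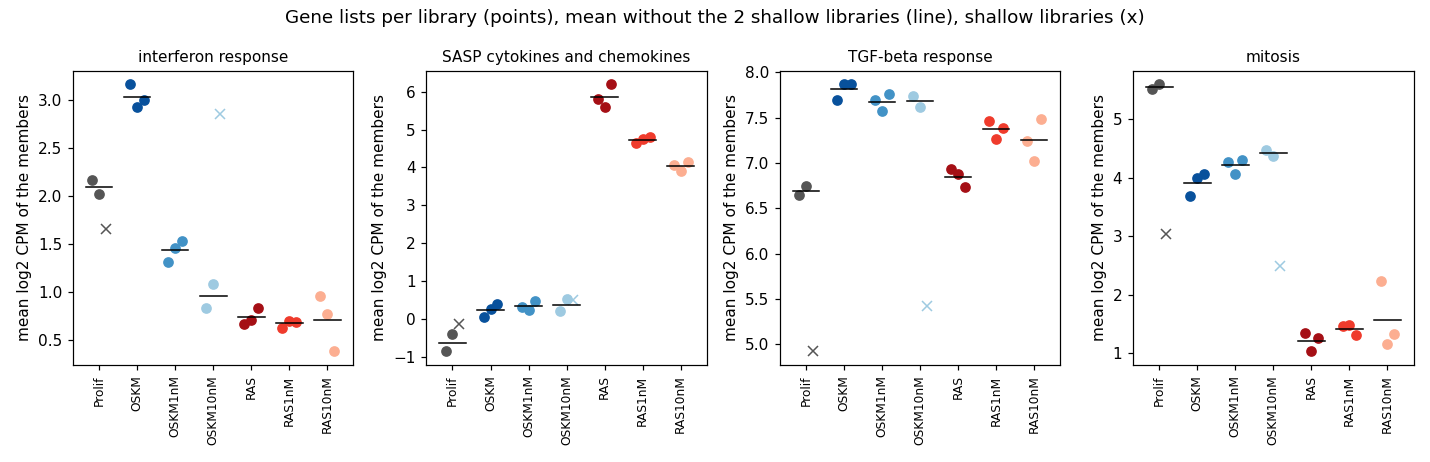
Points give, per library, the mean log2 CPM over the members of the interferon response, SASP cytokine, TGF-beta response and mitosis lists in the 7 groups. The list tests behind it gave medians of -1.78 for interferon genes in OSKM1nM against OSKM and -1.26 for SASP cytokines in RAS1nM against RAS.

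The doses were also compared with each other. Neither comparison called a gene in edgeR. Between OSKM10nM and OSKM1nM 0 genes passed, with 3259 at an unadjusted p under 0.05 and 12 called by DESeq2, and 0 with 19 libraries, where 316 had an unadjusted p under 0.05. The interferon list then lay lower at 10 nM (median -0.35, adjusted p = 0.0128 with an estimated correlation), while with 21 libraries its median was 0.69 (adjusted p = 0.605). Between RAS10nM and RAS1nM 0 genes passed, with 163 at an unadjusted p under 0.05 and 1 called by DESeq2; with 19 libraries these were 0 and 1398. SASP cytokines lay lower at 10 nM in RAS cells (median -0.71, adjusted p = 9.62e-10, and adjusted p = 0.00273 with an estimated correlation).

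Treated cells were set against Prolif to see how far their levels lay from those of proliferating cells. CDKN2B was higher in OSKM1nM (2.15, SE 0.53, adjusted p = 0.0316) and stood at 1.30 in OSKM10nM (SE 0.51, adjusted p = 0.336; with 19 libraries it was higher, by 1.24). It stayed higher in RAS1nM (3.83, SE 0.57) and RAS10nM (3.44, SE 0.56). CXCL8 was higher in OSKM1nM (4.72, SE 0.58) and OSKM10nM (4.35, SE 0.57) and in RAS1nM (8.79) and RAS10nM (8.33). Mitosis genes were lower in RAS1nM (32 of 35 fell) and RAS10nM (31 fell), with 1 of 35 fallen in each OSKM treatment, and 31 and 23 with 19 libraries. Interferon genes had 1 fallen of 25 in OSKM1nM and 0 in OSKM10nM, and 11 in each with 19 libraries. In all, 354 genes rose and 272 fell in OSKM1nM, 234 and 171 in OSKM10nM, 665 and 994 in RAS1nM, and 513 and 841 in RAS10nM. DESeq2 called 758 risen and 1633 fallen in OSKM1nM, the other balance. With 19 libraries these counts were 1098 and 1359, 930 and 985, 1281 and 1757, and 1392 and 1733.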

Values the study reported

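The study reported a Spearman correlation of 0.33 between the transcriptional changes caused by RAS and those caused by OSKM, each against cells with the empty vector. It coloured genes as changing at a false discovery rate under 0.05 and a log2 fold change below -1 or above 1.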

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

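The explanations weighed in this part were chosen after the result was seen, and the fit of 19 libraries was added later. The gene and list tests themselves, the fits that leave out 1 of the 21 libraries and the splits of the samples for the difference between the vectors at 10 nM were set before.

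Prolif replicate 3 and OSKM10nM replicate 3 stand apart from the other 19 libraries in depth and content. Lower depth alone was weighed by thinning the deepest library of each group to the same total. Its share of long noncoding reads was at most 1.13%, against 7.02% and 10.48% observed. Thinning at random leaves the expected share unchanged, so this outcome was fixed in advance. The thinned libraries had a read on 18720 and 20888 genes, against 26568 and 31417 in the shallow libraries, which argues against random loss of reads alone. RNA from human liver, considered because the liver gene CYP2E1 had 2454 and 2445 reads, is excluded by a median of at most 3.5 reads over 12 further abundant liver transcripts. Genomic DNA may be a source: the density of reads (CPM per Mb of exon) on genes silent in the other libraries was raised in all 4 classes, but differed by up to 3.31 times between them (353 on olfactory receptor genes and 1170 on pseudogenes in Prolif replicate 3, against at most 27.4 and 88.2 in the other 19), so it stays open. No biological explanation was tested.

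The effect of 1 nM rapamycin on interferon response genes was tested for a difference between the vectors, and passed with an estimated correlation (adjusted p = 0.00682; median -1.28, 24 of 25 members below 0). Low expression in RAS cells, which would leave no room to fall, was tested on the 6 members with at least 5 CPM in RAS: their median difference was -0.80 with 19 libraries, and 6 of 6 were below 0, of which USP18 (-1.76, adjusted p = 0.00067) and RIGI (-0.86, adjusted p = 0.0289) passed and the other 4 did not, IFIT3 with -1.26 in OSKM and -1.17 in RAS cells (difference -0.09, adjusted p = 0.97). With the preset correlation no single library ended the call, as the highest adjusted p without any 1 library of the 4 groups was 2.97e-14. Such fits were not run with the estimated correlation, so they do not show whether 1 library decides that call. A vector-dependent effect of rapamycin on interferon signalling may explain the pattern, and remains a hypothesis found and tested on the same data. Other technical sources were not tested.

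SASP cytokines and chemokines also differed between the vectors in the effect of rapamycin, by the same test at 1 nM (adjusted p = 0.00682 with an estimated correlation) and at 10 nM (adjusted p = 0.000912). With 19 libraries several members were near absent in OSKM cells. CSF3, CSF2, CCL20, CXCL3, TNFSF15 and IL1A had 0.0135 to 0.803 CPM there, against 60.1 to 229 in RAS. CXCL5, IL6, CXCL8, IL1B, CXCL1, IL11 and LIF had 1.45 to 20.6 in OSKM. Members near absent in OSKM cells can fall only in RAS cells. No check like that for the interferon list was run, so the list difference may reflect this lack of room. CXCL8 was weighed, higher with rapamycin in OSKM cells and lower in RAS cells. Reads carried over from RAS libraries would raise all abundant cytokines in OSKM1nM by a like share. The rise was 1.232% of the RAS level for CXCL8 and had a median of -0.044% over 12 other cytokines. CXCL1 (2.319%), IL11 (2.014%) and LIF (1.324%) rose by more than the CXCL8 share, and none of the others reached 0.5 of it. The shares were thus not alike, which argues against carry-over. A single library is excluded as the cause of the CXCL8 difference. Its lowest value at 1 nM was 3.03 when 1 more library was left out of the 19. A vector-dependent effect on CXCL8 stays open as a hypothesis.

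At 10 nM the test of the difference between the vectors also picked out COL14A1 (-4.87, SE 0.60, adjusted p = 0.00412) and PDZRN3 (-2.52, SE 0.39, adjusted p = 0.0428). COL14A1 fell in OSKM cells and rose in RAS cells. No explanation was tested for these genes.

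Other splits of the same libraries were counted for each number of called genes. For the difference between the vectors at 10 nM, 7 of 100 splits gave at least 2 genes, up to 58, so chance is not excluded. At 1 nM all 100 gave at least 0, up to 4. For each comparison of 3 with 3 libraries the 10 splits are too few for a share under 0.05. The real split alone, 1 of 10, reached the real count of 584 in OSKM against Prolif (highest other 1), and likewise 2430 in RAS against Prolif, 1804 in OSKM against RAS, 2 in OSKM10nM against OSKM, 51 and 124 in RAS1nM and RAS10nM against RAS, and 626, 1659 and 1354 in OSKM1nM, RAS1nM and RAS10nM against Prolif, with a highest other of 0 in each. In OSKM1nM against OSKM and between the doses in each vector the real count and the highest other were 0, reached by 10 of 10. In OSKM10nM against Prolif 5 of 10 splits reached the real 405, and the highest other was 8614. That split puts Prolif replicate 3 and OSKM10nM replicate 3 on the same side, and so points to a structure of the samples.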

How the results depend on the processing

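The fit of 19 libraries and its values were added after the data were seen; the other alternatives were set before.

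Named genes and lists were recomputed under the alternatives in 9 of the 15 comparisons, and only the counts of called genes in the others. Of 1020 results for named genes, 261 passed the threshold, and none that passed in either fit turned direction under any alternative. Under RLE 977 kept their side of the threshold, 38 passed newly and 5 no longer passed. With DESeq2 these were 814, 203 and 3, without the filter 959, 32 and 29, with only the groups compared 703, 186 and 49, and with 19 libraries 708, 299 and 2. Over the fits that left out 1 library they were 6974, 19 and 421. Results that passed in neither fit changed sign 36 times with 19 libraries, 105 times when 1 library was left out, 1 time without the filter, 2 times with only the groups compared and 3 times with the replicate block. Of 216 list tests, with 103 past the threshold, 205 kept their side under RLE, 200 without the filter, 197 with only the groups compared, 149 by fry, 130 with an estimated correlation, which ended 86 calls, and 172 with 19 libraries, where 12 that passed in either fit turned direction and 21 that passed in neither changed sign. With 1 library left out 13 turned direction. List medians by DESeq2 stayed within the spread for 198 and moved for 18.

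Counts of called genes moved under several alternatives. DESeq2 called 1873 genes in OSKM against Prolif, 5891 in RAS against Prolif, 2724 in OSKM against RAS, 52 and 411 in OSKM1nM and OSKM10nM against OSKM, 390 and 691 in RAS1nM and RAS10nM against RAS, 90 and 196 in the differences between the vectors at 1 and 10 nM, 12 and 1 between the doses in OSKM and RAS cells, and 2391, 1151, 4527 and 3103 in OSKM1nM, OSKM10nM, RAS1nM and RAS10nM against Prolif. In the same order the fit of 19 libraries called 2272, 3846, 4053, 173, 225, 826, 1585, 281 and 346, and 2457, 1915, 3038 and 3125 against Prolif. Fits of only the groups compared called 107, 1297, 3825, 64, 0, 1042, 1221, 319 and 0, and 131, 0, 716 and 160 against Prolif. These fits called fewer genes in each comparison that holds a shallow library and more in each that holds none, apart from the comparisons of doses. RLE called 7 genes in OSKM10nM against OSKM, 102 in RAS1nM against RAS, and 1 and 11 in the differences at 1 and 10 nM. Without the filter 6 were called in OSKM10nM against OSKM, 2 and 19 in the differences, and 137 between the doses in OSKM cells. The cause of these moves was not tested, other than through the 19 libraries, whose construction removes the shallow libraries.

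Leaving out 1 library gave 260 (without Prolif replicate 1) to 1025 genes (without Prolif replicate 3) in OSKM against Prolif, where each of the 6 libraries moved the count by over 1.5 times. RAS against Prolif had 953 to 2189, moved by RAS replicates 1, 2 and 3. OSKM against RAS had 948 to 1181, RAS1nM against RAS 2 to 18 and RAS10nM against RAS 16 to 35, each moved by any of its 6 libraries. OSKM10nM against OSKM had 0 to 11, the highest without OSKM10nM replicate 3 and 0 without any 1 of the others. The difference at 1 nM had 0 to 1, with 1 gene without OSKM replicate 1. The difference at 10 nM had 0 to 26, the highest without OSKM10nM replicate 3, 0 without OSKM replicate 2, OSKM10nM replicate 2, RAS replicate 1, RAS replicate 3 or RAS10nM replicate 1, and 1 without OSKM replicate 3, OSKM10nM replicate 1, RAS10nM replicate 2 or RAS10nM replicate 3. Against Prolif, OSKM1nM had 242 to 1127 and OSKM10nM 144 to 1314, both highest without Prolif replicate 3 and moved by each library. RAS1nM had 770 to 1723, moved by RAS1nM replicates 1, 2 and 3, and RAS10nM 684 to 1639, moved by RAS10nM replicates 1, 2 and 3 and by Prolif replicates 1 and 2. OSKM1nM against OSKM and the comparisons of doses had 0 in every such fit.

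The Spearman correlation between the changes by OSKM and by RAS lay between 0.39 (without Prolif replicate 3) and 0.81 when 1 library was left out, and was 0.39 with 19 libraries. The genes called in both in the same direction numbered 71 to 413, the highest without Prolif replicate 3, against 944 with DESeq2 and 1013 with 19 libraries.

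Of the 216 list tests in the 9 comparisons, some that passed in either fit turned direction, each time without a shallow library. Tests that passed in neither fit changed sign 4 times under RLE, 17 times without the filter and 12 times with only the groups compared. They also changed sign 5 times with the replicate block, 2 times by fry and 143 times with 1 library left out. In OSKM against Prolif the 19 libraries gave adjusted p = 0.0434 upward for pluripotency (adjusted p = 0.416 with an estimated correlation), and downward 0.583 for RAS-ERK, 0.625 for sterol synthesis and 0.488 for ribosomal proteins. When 1 library was left out these ranged over 0.0199 to 0.9, 0.00107 to 0.839, 1.62e-05 to 0.858, and 6.13e-08 to 0.599. In OSKM10nM against OSKM the 19 libraries gave, upward, 0.547 for SASP proteases, 0.0564 for RAS-ERK and 9.69e-17 for ribosomal proteins (adjusted p = 0.427 with an estimated correlation), with ranges of 0.000347 to 0.599, 0.000209 to 0.178 and 7.09e-14 to 0.431. The mTOR pathway there pointed up without OSKM10nM replicate 3, with a range of 0.000524 to 0.981. In the difference at 10 nM the 19 libraries gave, upward, 0.962 for mitosis, 0.0114 for RAS-ERK, 0.32 for sterol synthesis, 0.00217 for glycolysis and 0.000783 for ribosome biogenesis, none of them past the threshold with an estimated correlation (adjusted p = 0.988, 0.542, 0.704, 0.542 and 0.143). Their ranges were 8.95e-05 to 0.967, 0.0113 to 0.794, 4.90e-06 to 0.424, 0.00621 to 0.574 and 0.00308 to 0.436. These turns, with a test past the threshold, came only on leaving out a shallow library. The directions of these lists in the fit of 21 thus depend on Prolif replicate 3 or OSKM10nM replicate 3. Outside these 9, 3 lists passed in opposite directions in OSKM10nM against OSKM1nM, downward with 21 libraries and upward with 19: RAS-ERK (adjusted p = 0.006 and 0.00406), glycolysis (0.00161 and 0.0462) and ATF4 (0.000386 and 0.0154). None of the 3 passed with an estimated correlation (adjusted p = 0.617 with 21 libraries and 0.674 with 19).

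The replicate block, with the replicate number as a term, called 1 gene in OSKM10nM against OSKM, and gave a Spearman correlation of 0.58. Of the named genes 1009 kept their side of the threshold, 1 passed newly and 10 no longer passed. No pairing of the libraries by number was seen. It is not excluded, since the residuals came from all 21 libraries, the shallow ones included, and were not computed for the 19 alone. Residuals of libraries with the same number had a mean correlation of 0.002, against 0.014 for different numbers, 22 of 63 such pairs lay above 0.1 in a range of -0.55 to 0.76, and 8 of 21 libraries correlated best with their own number.

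In the simulated data a 2-fold change of a single gene between OSKM and Prolif was found for 0 of 100 simulated genes with 21 libraries and 47 of 100 with 19. The fits differ in depth and in spread, which were not tested apart.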

Other observations

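The genes in this part were chosen after their values were seen, and the values are from the fit of 19 libraries unless stated. FST, the gene of the activin-binding protein follistatin, rose with rapamycin under both vectors. In OSKM cells its mean went from 106 ± 2.57 CPM (SD, n = 3) to 366 ± 46.9 at 1 nM and 471 ± 11.7 at 10 nM (n = 2), and in RAS cells from 43.9 ± 4.53 to 213 ± 4.84 and 227 ± 17.2. The log2 fold changes were 1.80 and 2.16 in OSKM cells and 2.28 and 2.37 in RAS cells, with adjusted p between 6.16e-07 and 3.09e-09. The difference between the vectors did not pass (adjusted p = 0.272 at 1 nM and 0.554 at 10 nM). With 21 libraries no FST change passed in edgeR (adjusted p = 0.0867 to 1), and those in OSKM cells passed in DESeq2 (adjusted p = 0.0273 at 1 nM and 0.0209 at 10 nM). CCND2 fell under both vectors, by 1.90 and 2.37 in OSKM cells and by 2.05 and 2.36 in RAS cells. In RAS cells it also fell with 21 libraries (-2.08, adjusted p = 0.00753, and -2.42, adjusted p = 0.00133).

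ID4, a relative of ID1 and ID2, and KDR, a receptor of vascular endothelial growth factor, were near absent in RAS cells and rose with rapamycin there. ID4 rose by 4.98 at 1 nM and 5.55 at 10 nM, and passed also with 21 libraries (5.00, adjusted p = 0.00269, and 5.55, adjusted p = 0.00079). KDR went from 0.823 ± 0.217 CPM to 27.8 ± 7.62 and 28.8 ± 8.66, a rise by 5.05 and 5.10, and with 21 libraries did not pass in edgeR (adjusted p = 0.136 and 0.0961) but did in DESeq2 (adjusted p = 0.0029 and 0.00169). In OSKM cells neither ID4 (0.50, adjusted p = 0.498 at 1 nM) nor KDR (1.01, adjusted p = 0.57) passed. The difference between the vectors at 1 nM passed for ID4 (-4.48, adjusted p = 6.01e-05) and KDR (-4.04, adjusted p = 0.0323), and with 21 libraries in edgeR for neither (adjusted p = 0.344 for ID4 and 1 for KDR).

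The Spearman correlation across genes between the changes by OSKM and by RAS was 0.69 over all libraries and 0.39 with 19, as it was without Prolif replicate 3 alone. Simulated unchanged groups set against the deposited Prolif libraries, Prolif replicate 3 included, gave 0.80. Against simulated controls they gave 0.47 with 21 libraries and 0.56 with 19.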
